A study of Macaca mulatta with 12 samples. Its data were reported in "Long-term tolerance of islet allografts in nonhuman primates induced by apoptotic donor leukocytes" (2019).

How the data were processed

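The series holds 12 libraries of T cell receptor beta chain (TRB) transcripts from blood mononuclear cells of rhesus macaques (Macaca mulatta). The labels place 4 libraries at baseline and 8 after infusion of apoptotic donor leukocytes (ADLs), which are donor white cells treated so that they die before infusion. Per the series text, infusions were given on days -7 and 1 relative to an intended transplant on day 0. A figure legend of the study gives days -7 and 0 instead, and the series text was followed here. The post-infusion libraries carry the animal names Amazo, Nebula and Rocket and fall into day -5 (n = 3), day -4 (n = 3), day 0 (Nebula, n = 1) and day +3 (Amazo, n = 1). The baseline libraries carry other animal names and are called baseline libraries 1 to 4 here.

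Per the labels, cDNA was made from polyadenylated RNA by template switching, the rearranged VDJ region was amplified by PCR, and the pooled libraries were read on a MiSeq. The authors trimmed the reads with Trimmomatic and assembled clones with MiXCR against known rhesus TRB segments. Each deposited file lists clones of 1 library, with a count per clone and a clone fraction. The deposited count is a whole number of sequences and was not normalized. The deposited fraction equalled the count divided by the total count of the same file in each of the 12 files. The study's methods describe collapsing of sequences that share a molecular barcode and a clone threshold of 0.5%. The 8 deposited post-infusion tables held clones far below that threshold, and every clone of the 4 baseline libraries exceeded it at 1 count or more. No table had a barcode column, so the counts were used as they stand. PCR copies are not independent molecules, and all intervals, floors and tests on the counts of single libraries cover counting error only.

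A clonotype was a CDR3 nucleotide sequence, where CDR3 is the junction of the V, D and J segments. V, D and J genes were taken from the first hit in the file. Chromosome positions of the gene segments were not used here. Richness was the expected number of clonotypes at the total count of the smallest library of a comparison, 42695 counts for day -5 against day -4 and 63 counts for comparisons with baseline. Clonality was 1 minus the Shannon entropy divided by its maximum. Clonality and the share of the 10 largest clones were means over 100 random draws at the same depth. Repertoire overlap was the Morisita-Horn index, which runs from 0 (no shared clonotype) to 1 (the same clonotypes at the same shares).

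Total counts ranged from 63 to 74 at baseline and from 42695 to 556954 after infusion. A single count was 1.35% to 1.59% of a baseline library and 0.00018% to 0.00234% of a post-infusion library. The smallest share taken as measurable was 3 counts, which was 4.05% to 4.76% at baseline and 0.000539% to 0.00703% after infusion. Confidence intervals of shares are 95% Wilson intervals.

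Day -5 and day -4 were compared within animals, with the animal name in the labels as the pair and as the replicate block. Single values were tested by an exact two-sided sign-flip permutation test, which cannot go below p = 0.25 with 3 pairs. Baseline was compared with day -5 and day -4 by an exact two-sided permutation test, which cannot go below p = 0.0571 with 4 against 3 libraries. Overlap within and between animal names was tested by exact permutation of the names over the libraries (560 assignments, one-sided). Clonotypes of at least 0.5% in either of 2 libraries were compared by Fisher's exact test on counts with Benjamini-Hochberg adjustment, and called at an adjusted p below 0.05 with at least a 2-fold change. With 1 library per time point, that test compares libraries and not conditions. Counts summed per V or J gene were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM scaling, genes with at least 10 counts in at least 3 libraries, Benjamini-Hochberg adjustment). Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

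Both count tests were tested on simulated data. The clonotype test recovered 100% of 400 changed clonotypes and made 0 false calls among 607 unchanged ones. Its simulated counts varied by counting error only, without PCR or library spread. A call also needs a 2-fold change, which counting error rarely gives in large clones. The 0 false calls were therefore close to fixed in advance and give no error rate for real libraries. The gene usage test, on 57 genes with the means and depths of the real libraries, recovered 100% of 240 genes changed 4-fold at a dispersion of 0.02 (10 false calls among 900 unchanged genes). At the dispersion of the paired libraries (0.137) it recovered 87.9% of 240 (12 false calls among 900). All animals had the same mean shares in these simulations. Comparisons with baseline were not simulated, so these values do not cover them.

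The groups, tests, rules for named items and most alternatives were fixed before the data were examined. Alternatives were full depth, clonotypes defined by V gene, J gene and CDR3 amino acids, clonotypes with at least 2 counts, productive clonotypes only, thresholds of 0.1% and 1%, selection on 1 library, no minimum fold or at least 5-fold, the Jaccard index, total-count scaling, DESeq2 1.42.0, no low-count filter, each clonotype counted once, no replicate block, and leaving out each replicate in turn. Division of the counts of a library by the position of the peak above 1 in its histogram of clone counts, where it had one, was added after the data were seen. For gene usage, each replicate was left out with the low-count filter applied anew, as planned. After that output was seen, the same fits were also run on the genes of the full comparison, because the filter had left 3 genes where a post-infusion library was left out of a comparison with baseline. Both sets of values are given. V and J genes were to be named as the 5 with the largest change among those past an adjusted p of 0.05 and changed the same way in every animal, or the 3 with the smallest p if none passed. In comparisons with baseline, the same way in every animal was read as every post-infusion library above, or every one below, all baseline libraries. Clonotypes were named as the 2 largest falls and 2 largest rises in share per animal among those called, together with 5 V-D-J combinations that the study followed.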

Results

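The TRB repertoire was sequenced to follow T cell clones of macaques given ADL infusions. The 4 baseline libraries held 73, 63, 74 and 70 counts in 49, 43, 43 and 30 clonotypes. The 8 post-infusion libraries held far more. Total counts at day -5 were 348165 in the library labelled Amazo, 426198 in Nebula and 556954 in Rocket. At day -4 they were 392500, 42695 and 259662, in the same order. The Nebula day 0 library held 258096 counts and the Amazo day +3 library 303525. The number of clonotypes after infusion ran from 17061 (Rocket day -5) to 36038 (Rocket day -4).

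The baseline libraries also differed from the others in kind. The median V alignment score per clonotype was 272 ± 23.8 at baseline (SD, n = 4) and 1233 ± 23.3 after infusion (SD, n = 8), with no overlap between 247 to 298 and 1213 to 1288. V gene hits were ambiguous for 34.6% ± 3.70 of baseline counts (SD, n = 4) and 10.3% ± 2.87 of post-infusion counts (SD, n = 8). Clone numbers also had gaps. Of the numbers up to the largest in a file, 39.5% to 66.7% were absent at baseline and 0.00551% to 0.340% after infusion. Clones may therefore be missing from the baseline files. Baseline shares, richness and clonality rest on the clones listed. All baseline libraries were of 1 kind and all post-infusion libraries of the other, so batch and group could not be told apart.

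The first question was whether libraries with the same animal name held the same clones, which following clones over time requires. Over the 28 pairs of post-infusion libraries, the Morisita-Horn index averaged 0.645 in 7 pairs with the same name and 0.180 in 21 pairs with different names, a difference of 0.464 (exact permutation of names, one-sided p = 0.0179, 10 of 560 assignments). The difference became -0.141 without the Nebula libraries (exact permutation p = 0.5). The 3 Nebula libraries overlapped at 0.765 to 0.903, and both Rocket libraries at 0.975. The libraries labelled Amazo did not form a set. Those labelled day -5 and day +3 overlapped with each other at 0.969 and with the Rocket libraries at 0.896 to 0.977. The library labelled Amazo day -4 overlapped with no other library above 0.0116. The other 17 pairs with different names stayed at or below 0.00114. Names are therefore given as labels below, and any direction from the Amazo pair compares libraries with different repertoires. The day -5 libraries labelled Amazo and Rocket (index 0.896) may not be independent replicates, so n = 3 at day -5 may stand for fewer animals.

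**Figure D1:**
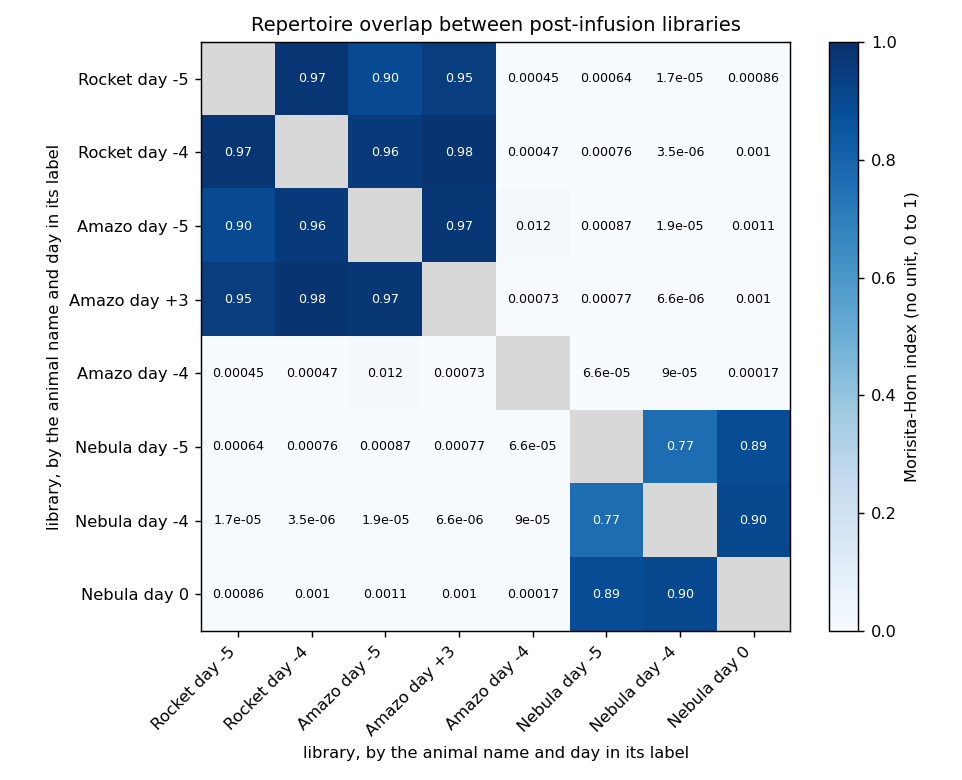
Morisita-Horn index (no unit, 0 to 1) for each pair of the 8 post-infusion libraries, with libraries on both axes and the index printed in each cell. Libraries labelled Amazo day -5 and day +3 form a block with both Rocket libraries (0.896 to 0.977), and the library labelled Amazo day -4 stands alone (at most 0.0116).

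Overall diversity between day -5 and day -4 was compared next, in 3 pairs. Richness at 42695 counts was 15203 ± 4832 clonotypes at day -5 and 16816 ± 1181 at day -4 (SD, n = 3), higher in 2 of 3 pairs (exact sign-flip p = 0.75, without pairing exact permutation p = 0.8). At full depth the mean difference changed sign, from 1614 to -775 clonotypes. Clonality was 0.184 ± 0.128 and 0.145 ± 0.0898 (SD, n = 3), lower in 2 of 3 pairs (exact sign-flip p = 0.5). The 10 largest clones took 21.9% ± 15.8 and 18.5% ± 10.5 of counts (SD, n = 3, exact sign-flip p = 0.5). The number of clones of at least 0.5% was 16.7 ± 12.7 and 12 ± 9.17 (SD, n = 3, exact sign-flip p = 0.5). Each mean difference was smaller than the SD of the differences over the 3 pairs, which was 3808 clonotypes for richness and 0.0554 for clonality. By label, the number of such clones went from 23 to 10 in Amazo, from 2 to 4 in Nebula and from 25 to 22 in Rocket.

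Against baseline, richness at 63 counts was 38.8 ± 7.14 clonotypes in the baseline libraries (SD, n = 4), 53.7 ± 8.06 at day -5 and 56.0 ± 5.32 at day -4 (SD, n = 3). Both differences gave an exact permutation p = 0.0571, the smallest the design allows. Clonality was 0.0419 ± 0.0251 at baseline (SD, n = 4), 0.0241 ± 0.0233 at day -5 (exact permutation p = 0.457) and 0.0189 ± 0.0139 at day -4 (exact permutation p = 0.229). The number of clones of at least 0.5% was 41.3 ± 8.02 at baseline (SD, n = 4) against 16.7 and 12 (both exact permutation p = 0.0571). At baseline depth a single count exceeded 0.5%, so every baseline clonotype passed and that difference was fixed by depth.

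Individual clones were then followed from day -5 to day -4. In the libraries labelled Rocket, 25 clonotypes reached 0.5% in either library, and 0 contracted and 0 expanded by 2-fold. With no minimum fold, 22 were lower and 1 higher at an adjusted p below 0.05 (Fisher's exact test). The median log2 ratio was -0.26, with a range from -0.52 to 0.09. Together the 25 clones of at least 0.5% at day -5 took 49.5% of counts at day -5 and 41.0% at day -4. In Nebula, 4 clonotypes were tested, 0 contracted and 1 expanded. That clone, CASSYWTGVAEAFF (TRBV6-3, TRBD1, TRBJ1-1, CDR3 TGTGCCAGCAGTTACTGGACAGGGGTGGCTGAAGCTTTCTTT), rose from 1.88% (95% CI 1.84 to 1.93) to 4.07% (95% CI 3.89 to 4.26), a 2.16-fold change (Fisher's exact test, adjusted p = 3e-161). The Nebula day -4 library was the shallowest of the 8.

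In the libraries labelled Amazo, 33 clonotypes were tested, of which 23 contracted and 10 expanded. All 33 were therefore called, and 19 of them had 3 or fewer counts at day -4. The largest falls were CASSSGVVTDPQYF (TRBV9, TRBD1, TRBJ2-3), from 4.12% (95% CI 4.05 to 4.18) to 2 counts, at least 5385-fold lower, and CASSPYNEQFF (TRBV12-2, TRBJ2-1), from 4.06% (95% CI 4.00 to 4.13) to 7 counts, 2279-fold lower. The largest rises were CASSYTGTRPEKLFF (TRBV5-1, TRBD1, TRBJ1-4, CDR3 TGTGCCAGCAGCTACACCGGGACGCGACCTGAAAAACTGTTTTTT), from 0.0839% (95% CI 0.0748 to 0.0941) to 6.64% (95% CI 6.56 to 6.72), and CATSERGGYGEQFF (TRBV24-1, TRBD1, TRBJ2-1, CDR3 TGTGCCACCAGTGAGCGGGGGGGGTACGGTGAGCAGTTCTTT), from 0.0365% (95% CI 0.0307 to 0.0434) to 2.29% (95% CI 2.25 to 2.34). In the library labelled Rocket day -5 the clones that fell took 5.68% and 4.04% of counts, in the same order.

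**Figure D2:**
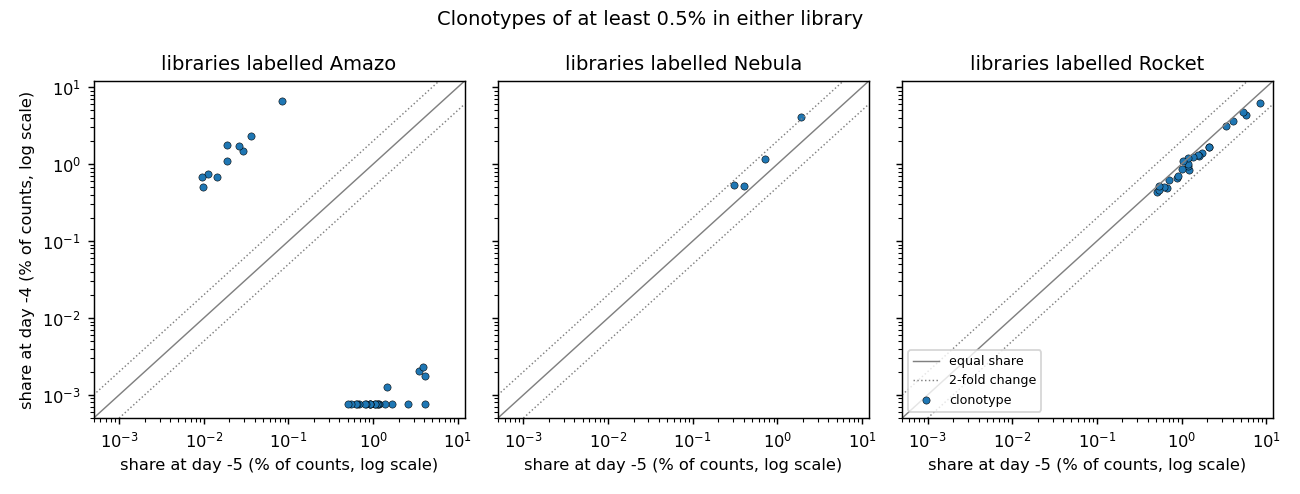
Share of each clonotype at day -5 (horizontal, % of counts, log scale) and day -4 (vertical, % of counts, log scale) for clonotypes of at least 0.5% in either library, 1 panel per animal name, with shares below 3 counts drawn at 3 counts. Solid and dotted lines mark equal shares and 2-fold changes. The 25 Rocket clonotypes lie within 2-fold, and the 33 Amazo clonotypes fall into a set of 23 and a set of 10 far from the line.

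Later time points had 1 library each. From day -5 to day 0 in Nebula, 2 clonotypes were tested and 0 contracted or expanded by 2-fold. From day -5 to day +3 in the libraries labelled Amazo, 24 were tested, 1 contracted and 0 expanded. The contracted clone, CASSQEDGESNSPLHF (TRBV4-2, TRBJ1-6, CDR3 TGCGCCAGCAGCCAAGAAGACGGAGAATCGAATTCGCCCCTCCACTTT), went from 0.631% (95% CI 0.606 to 0.658) to 0.279% (95% CI 0.261 to 0.299), 2.26-fold lower (Fisher's exact test, adjusted p = 8.13e-99).

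The study followed 5 V-D-J combinations, and the series text names Rocket as the animal presented. Their combined share was 27.4% at day -5 and 23.0% at day -4 in the libraries labelled Rocket, a 1.19-fold decrease. TRBV29-1 with TRBD2 and TRBJ2-1 fell from 8.37% (95% CI 8.30 to 8.44) to 6.30% (95% CI 6.20 to 6.39), and TRBV9 with TRBD1 and TRBJ2-3 from 5.79% (95% CI 5.73 to 5.85) to 4.51% (95% CI 4.43 to 4.59). TRBV9 with TRBJ1-1 fell from 5.38% (95% CI 5.32 to 5.44) to 4.89% (95% CI 4.81 to 4.97). TRBV12-2 or TRBV12-3 with TRBJ2-1 fell from 4.30% (95% CI 4.25 to 4.36) to 3.99% (95% CI 3.91 to 4.06), and the same V genes with TRBD1 or TRBD2 and TRBJ2-3 from 3.55% (95% CI 3.50 to 3.60) to 3.29% (95% CI 3.22 to 3.36). The decreases were 1.08-fold to 1.33-fold, with adjusted p from 3.3e-242 to 1.75e-09 by Fisher's exact test. Most counts of each combination came from 1 clonotype. In Rocket at day -5 these were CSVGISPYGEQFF (8.35%, CDR3 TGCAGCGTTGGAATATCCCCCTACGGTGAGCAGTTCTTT), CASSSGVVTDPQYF (5.68%, CDR3 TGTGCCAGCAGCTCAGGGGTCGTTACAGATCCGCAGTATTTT), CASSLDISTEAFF (5.30%, CDR3 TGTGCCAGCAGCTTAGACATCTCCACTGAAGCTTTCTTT), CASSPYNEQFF (4.04%, CDR3 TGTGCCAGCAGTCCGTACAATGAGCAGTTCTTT) and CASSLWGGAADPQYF (3.36%, CDR3 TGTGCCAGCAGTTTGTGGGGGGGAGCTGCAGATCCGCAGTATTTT). None of the 5 clonotypes was detected at baseline, where the smallest measurable share was 4.05% to 4.76%. The baseline libraries also carry other animal names. In the Nebula libraries, likewise under another name, each of the 5 took at most 0.00426% of counts. Absence at baseline therefore gives no value before infusion for Rocket.

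The study's text named 7 V families among altered clones (4, 5, 7, 9, 11, 12 and 28). Their combined share was 47.8% ± 12.3 at day -5 and 43.5% ± 10.5 at day -4 (SD, n = 3), lower in 3 of 3 pairs (exact sign-flip p = 0.25, the smallest that 3 pairs allow, and without pairing exact permutation p = 0.6). With each clonotype counted once the mean difference was -1.58 percentage points (exact sign-flip p = 1), and the share was then not lower in every pair. Weighted by counts, the share went from 54.2% to 42.6% by the Amazo labels, from 33.7% to 33.4% in Nebula and from 55.6% to 54.4% in Rocket. At baseline it was 26.9% ± 8.51 (SD, n = 4).

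Gene usage between day -5 and day -4 was tested over 57 V genes and 13 J genes. With animal as replicate block, 0 V genes and 0 J genes passed an adjusted p of 0.05, and 0 of each had an unadjusted p below 0.05. The fit with no replicate block gave 0 V genes and 0 J genes, also with 0 of each at an unadjusted p below 0.05. DESeq2 also gave 0 of each, with 5 V genes and 1 J gene at an unadjusted p below 0.05. Total counts only gave 0 adjusted calls with 1 V gene unadjusted. Each clonotype counted once gave 0 adjusted calls with 2 J genes unadjusted. Deviations from the group means correlated across V genes at 0.87 in Nebula, 0.93 in Rocket and -0.06 in Amazo, against a mean of -0.32 over pairs with different names, so pairing held for 2 of the 3 names. For J genes the correlations were 0.85, 0.98 and -0.23. The smallest p belonged to TRBV5-8 (log2 fold change 1.05 ± 0.43 SE, adjusted p = 0.627), TRBV7-10 (2.73 ± 1.27 SE) and TRBV3-2 (0.46 ± 0.22 SE) among V genes, and to TRBJ2-4 (0.26 ± 0.13 SE, adjusted p = 0.51), TRBJ2-6 and TRBJ2-3 among J genes, none of which passed. V hits were shared with another V gene for 45.1% of the counts of TRBV3-2 and 29.8% of those of TRBV5-8. TRBV7-10 took 0.0221% of counts at day -5 and 0.797% at day -4 by the Amazo labels, and at most 0.0027% in Rocket. Leaving out 1 animal in turn, with the low-count filter applied anew, gave 0 to 4 V genes and 0 to 2 J genes. The highest counts then came from the fit without the Amazo pair, in which pairing did not hold. The fit without Amazo rests on 2 animals and gave 4 V genes (2 higher, 2 lower) and 2 J genes (both lower). On the genes of the full comparison it gave 0 V genes. The highest V count there was 2, from the fit without Nebula, which keeps the Amazo pair.

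Against baseline, 9 of 56 V genes were higher at day -5 and 5 of 54 at day -4 (edgeR, adjusted p below 0.05), with 0 lower. The unadjusted p was below 0.05 for 15 and 12 genes. The test counts the day -5 libraries labelled Amazo and Rocket as independent, although they share a repertoire. On the same genes, day -5 gave 5 calls without Amazo and 3 without Rocket. It gave 16 without Nebula, where only the libraries that share a repertoire remain. The direction of the calls moved with the scaling. Under TMM the median log2 fold change over all V genes was 1.84 and 1.52. With total counts only it was 0.80 and 0.50, and the calls became 3 (1 higher, 2 lower) and 0. With DESeq2 it was 0.55 and 0.49, and the calls became 12 (8 higher, 4 lower) and 3 (2 higher, 1 lower). TRBV9 took 1.07% ± 1.32 of baseline counts (SD, n = 4), 9.06% ± 5.21 at day -5 and 6.04% ± 5.04 at day -4 (SD, n = 3, adjusted p = 0.00117 and 0.011). As no baseline library had more than 2 counts of it, the group means were at least 2.11-fold and at least 1.40-fold higher. These bounds do not hold for each library. TRBV9 took 3.34% in Nebula at day -5, and 3.31% in Amazo and 2.94% in Nebula at day -4. Those shares were below 3 counts of a baseline library, so the day -4 bound came from Rocket (11.9%) alone. The log2 fold change of TRBV9 exceeded the median of all V genes by 2.27 and 1.99. TRBV4-2 had 0 counts at baseline and took 4.50% ± 1.18 at day -5 and 3.89% ± 1.15 at day -4 (SD, n = 3, adjusted p = 0.00117 and 0.00316). TRBV3-4 had 0 counts at baseline and took 2.76% ± 1.63 and 2.77% ± 1.45 (SD, n = 3, adjusted p = 0.00627 and 0.011). These shares were close to or below 3 counts of a baseline library. The other genes under the naming rule were TRBV5-9 (1.32% ± 0.431, adjusted p = 0.035) and TRBV4-3 (2.36% ± 0.148, adjusted p = 0.035) at day -5, and TRBV12-2 (5.72% ± 2.99, adjusted p = 0.0231) at day -4 (SD, n = 3). The mean shares of TRBV5-9 and TRBV4-3 were 0.31 and 0.55 of 3 baseline counts. That of TRBV5-9 was below a single baseline count, so its counts of 0 at baseline cannot show a rise. V hits were shared with another V gene for 94.7% of the counts of TRBV5-9 and 73.0% of those of TRBV12-2, so the usage of both was uncertain.

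**Figure D3:**
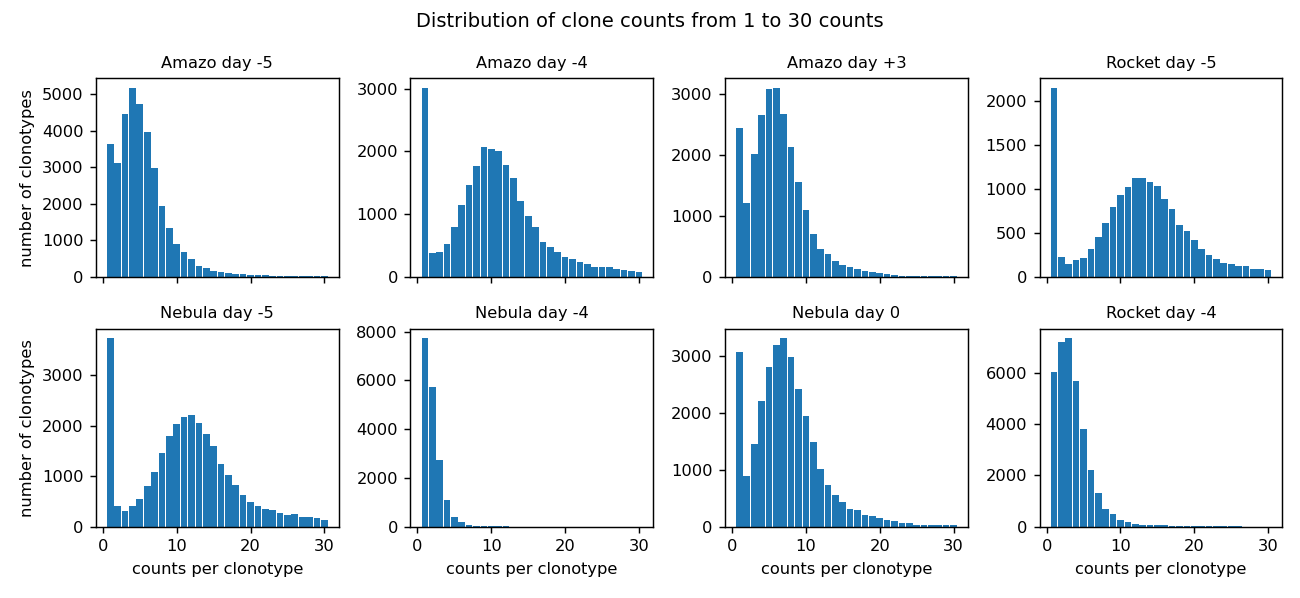
Number of clonotypes (vertical) by counts per clonotype (horizontal, 1 to 30) in each of the 8 post-infusion libraries. In 7 of 8 libraries the bars have a peak above 1 count, at 3 to 12 counts, and in Nebula day -4 they fall from 1 count on.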

Values the study reported

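The study reported that about 30 T cell clones changed in frequency after the ADL infusions. For single clones it reported contractions of 5–8-fold after an initial expansion.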

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

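The tests, groups and most alternatives were chosen before the data were examined, whereas division of counts by the peak of their histogram, and the repeated gene usage fits on the genes of the full comparison, were chosen after the results were seen. Over 32 results and 283 alternatives, 216 values stayed the same, 54 moved, 11 reversed and 2 became weaker. A value stayed the same if it kept its direction and side of the threshold. A count of calls did so if it was equal to the main count or within a fixed ratio of it. For 13 results every alternative stayed the same, but comparisons too small to reach p = 0.05 by an exact permutation test have no threshold to cross. Among these, the difference in the number of clones from baseline shrank at a threshold of 0.1% to -1.92 at day -5 (exact permutation p = 0.857) and -6.92 at day -4 (exact permutation p = 0.457). The combined share of the V families went from -4.35 to -1.58 percentage points with each clonotype counted once (exact sign-flip p = 1), and was then not lower in every pair. Except where a value below shows it, the cause was not tested.

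The difference in richness from day -5 to day -4 reversed at full depth (-775) and with clonotypes of at least 2 counts (-627). It also reversed with counts divided by their histogram peak (-112). When 1 animal was left out it ran from -540 (without Rocket) to 5651 (without Nebula). Without Nebula the common depth also rose, from 42695 to 259662 counts. The value of 5651 therefore mixes a change of depth with the loss of that pair. At 42695 counts the remaining pairs went from 16221 to 16446 clonotypes (Amazo labels) and from 9943 to 15864 (Rocket). Against baseline, keeping clonotypes of at least 0.5% reversed richness (-25.2 at day -5, -28.2 at day -4) and clonality (0.0724 and 0.142), and full depth reversed clonality (0.157 and 0.114). Baseline depth limits these results, since every baseline clonotype exceeds 0.5%. The overlap difference ran from -0.141 to 0.883 when 1 animal name was left out, and the exact permutation test cannot go below p = 0.1 with a name left out.

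At a threshold of 0.1% the calls from day -5 to day -4 were 47 contracted and 34 expanded for the Amazo labels, 2 expanded in Nebula and 1 contracted in Rocket. The same threshold gave 2 contracted by day 0 in Nebula and 5 by day +3 for the Amazo labels. At 1% there were 13 contracted and 6 expanded in the Amazo pair, and 0 contracted by day +3. Selection on the later library alone gave 0 contracted in the Amazo pair and 0 by day +3, and selection on the earlier library alone gave 0 expanded in the Amazo pair. With any fold, 4 expanded in Nebula, 22 contracted and 1 expanded in Rocket, 2 expanded by day 0 in Nebula, and 6 contracted and 17 expanded by day +3 for the Amazo labels. With any fold and counts divided by their histogram peak these were 4, 19, 0, 1, 4 and 12. At 5-fold or more, 0 expanded in Nebula and 0 contracted by day +3.

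For V genes against baseline, total counts only gave 3 genes at day -5 (12 at unadjusted p below 0.05) and 0 at day -4 (9 unadjusted). At day -4, DESeq2 gave 3 and each clonotype counted once gave 2. Leaving out 1 library, with the low-count filter applied anew, gave 0 to 9 genes at day -5 and 0 to 6 at day -4, where fits without a post-infusion library tested 3 genes. On the genes of the full comparison the ranges were 0 to 16 and 2 to 6. The fit that gave 0 at day -5 on those genes had 17 at unadjusted p below 0.05. Between day -5 and day -4, leaving out 1 animal gave 0 to 4 V genes with the filter applied anew and 0 to 2 on the genes of the full comparison, and 0 to 2 J genes under both. The fit without Amazo gave the 4 V genes in one case and 0 in the other, with 8 at unadjusted p below 0.05 in both. The fit without Nebula, which keeps the Amazo pair, gave 1 V gene (8 unadjusted) and 2 V genes (9 unadjusted), in the same order. The V calls therefore depended on which genes were tested. The 2 J genes, both lower, came from the fit without Amazo on either set of genes, and the fits without Nebula or Rocket gave 0 J genes (0 unadjusted).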

Other observations

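All tests in this part were chosen only after the result they bear on was seen. Among 17 measures of the 4 baseline libraries, including the shares of 3 V genes picked after their values were seen, 0 had a library past the limit of Dixon's test.

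The libraries labelled Amazo day -5 and day +3 shared their clones with both Rocket libraries and not with the library labelled Amazo day -4. The lowest of the 4 indices with Rocket was 0.896, which is what an exchange of labels or tubes would give. Clonotypes common to many animals would also be in Nebula, where an abundant clonotype of the Amazo day -5 library reached at most 0.141% of its share. Replacement of the repertoire within 1 animal would leave its V genes in use, and 51 of the 52 V genes above 0.1% at Amazo day -4 were not missing in Rocket. The other, TRBV7-10, picked after its values were seen, took 0.797% of counts at Amazo day -4, 0.0221% at Amazo day -5 and 0.000659% (2 counts, below the 3-count floor) at Amazo day +3. It took 0.00018% and 0.0027% in the Rocket libraries (1 and 7 counts) and 1.85% to 1.97% in Nebula. As this gene was chosen for its pattern, V gene use does not decide on replacement. Replacement alone would not give the clones of an animal with another name, though, and all 23 abundant clones of the Amazo day -5 library were seen in both Rocket libraries, at a median of 126% and 104% of their share at day -5 and day -4. An equal mixture of blood from 2 animals would hold the Amazo day -4 clones at a large part of their share, and none kept more than 2.11%. A mislabelled sample remains a candidate explanation. These data do not show which label is wrong, and related animals that share TRB genes but not clones were not tested.

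The 10 abundant clones of the Amazo day -4 library were nevertheless all seen at Amazo day -5, at 1.08% to 2.11% of their share with a median of 1.55%. Over 36 other ordered pairs of libraries with different repertoires the largest median was 0.0452%, 34.3-fold less. The pair from Amazo day -4 to Amazo day +3 was not among the 36. It had a median of 0.0432%, with 7 of 10 clones seen and up to 0.836% kept, above the largest single value of the 36 pairs (0.141%). Carry-over between libraries of one run could give such a background if it was uneven, and a small admixture of blood or cDNA could too. The values do not tell these apart, and no biological explanation was tested.

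The histogram of counts per clonotype had a peak above 1 count in 7 of 8 post-infusion libraries, at 3 to 12 counts, which may mean that the counts are reads and not collapsed molecules. Then the Fisher tests on single libraries overstate their evidence. With counts divided by the position of that peak, 19 Rocket clonotypes were called contracted at any fold, against 22 before.

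Baseline libraries held fewer clonotypes at equal depth. Their highest median V alignment score was 298, against a lowest of 1213 after infusion, so a difference between library batches could account for the richness difference. Group and batch coincide here, and the infusion cannot be told apart from it.

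In Rocket, 23 of 25 abundant clones differed between day -5 and day -4 at any fold. After the median ratio was divided out, 17 still differed, 10 lower and 7 higher, a split that centring fixes in advance. A difference in composition between the libraries could therefore not be ruled out. The median absolute log2 ratio was 0.26 in Rocket and 0.22 between the libraries labelled Amazo day -5 and day +3, which share a repertoire. That pair spans 8 days and the second infusion, so it does not measure spread without treatment. Its direction also differed, with 6 lower and 17 higher at any fold against 22 lower and 1 higher in Rocket. Whether the Rocket shift exceeds the spread between untreated samples was not tested.

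The fold decrease of the 5 followed clonotypes in Rocket from day -5 to day -4 was 1.09 to 1.33. That is lower than the value quoted from the study above. The study's text does not tie its value to given days, so the intervals may differ. The clones called over the 3 pairs numbered 34, of which 33 came from the pair labelled Amazo, where the libraries hold different repertoires. Dividing each frequency by the mean frequency of the clones of at least 0.5% left the largest fold in Rocket at 1.22. With the mean over all clonotypes the ratio of day -5 to day -4 was at most 0.632, an increase. That mean depends only on the number of clonotypes listed, 17061 at day -5 and 36038 at day -4. The increase came from that number, as the shares of all 5 clonotypes fell. A single mean over both days leaves the fold as it was. None of these readings raised the fold to the quoted range, and other readings of the study's division were not tested. A later interval did not show the quoted contraction either. From day -5 to day +3 in the libraries labelled Amazo, which share the Rocket repertoire, the 5 clonotypes changed 0.97-fold to 1.53-fold. A candidate explanation is that clones under 0.5% were set to that threshold and that the Amazo libraries were compared. The share at Amazo day -5 over 0.5% ran from 5.20 to 8.23 for the 5 clonotypes. This ratio was picked after the quoted range was known, and the same ratio ran from 6.72 to 16.7 in Rocket, so it remains a hypothesis.

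Other splits of the same libraries bear on the gene usage counts. Against day -5, 11 of 35 splits of baseline and post-infusion libraries gave at least 9 V genes, so that count may arise from grouping alone. Against day -4, 1 of 35 splits, the real one, gave 5. Library batch follows that same split, so batch and infusion cannot be told apart. Between day -5 and day -4, 4 of 4 splits that exchange days within animals gave at least the 0 V genes found (0 at unadjusted p below 0.05), and 4 of 4 the 0 J genes (0 unadjusted), which a count of 0 fixes in advance.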
